A study of Mus musculus with 4 samples. Its data were reported in "Metabolic dependencies of metastasis-initiating cells in female breast cancer" (2023).

How the data were processed

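RNA was measured in 4T1 cells, a mouse mammary tumor line that spreads to the lungs and is used as a model of triple negative breast cancer. The cells had been labelled with MitoSpy Red at 20 nM, a fluorescent dye that collects in mitochondria according to their mitochondrial membrane potential (MMP), and the brightest 5% and dimmest 5% were collected by flow cytometry as high MMP and low MMP cells. RNA came from 100000 cells per sample, and 200 ng of it entered a stranded mRNA library preparation. The series held 4 samples, 2 of high MMP and 2 of low MMP cells, and all 4 were analysed. Groups were taken from the sample titles, which also number the samples 1 and 2 in each group. This shared number is the origin of the pairing used below. The titles do not say whether same-numbered samples were sorted on one day. The paper counts this comparison as 2 independent experiments or tumors, but does not link the sample numbers to them.

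The authors aligned the reads to the mouse transcriptome of build GRCm38 (mm10) with STAR, counted them per gene, divided each library by its total and kept genes detected in at least 2 of the 4 samples. The version of STAR, the annotation release and the handling of reads that match several genes are not stated. The deposited values were therefore a normalized signal per gene, and each column summed to 20000000 up to rounding, so a value is the number of reads of a gene after scaling the reads assigned to genes to that total. The table had 20197 genes, and no gene was above 0 in fewer than 2 samples, so a filter on detection in 2 samples had already been applied. It held 0 columns that belong to no sample of the series.

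Within a column, all values were whole multiples of 1 step (between 0.758 and 0.885 units), and dividing by it recovered whole reads for 100.0% of values. These recovered reads gave the depth of each library and served for the count-based alternatives. Gene identifiers were matched to symbols, chromosomes and positions in GENCODE release M21 on GRCm38, and 19993 of the 20197 identifiers had a match. The remaining 204 keep their identifier.

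For the comparison of single genes, values were tested as log2(value + 1) with limma 3.58.1 (lmFit, and eBayes with a trend on mean expression) in R 4.3.3, with high against low MMP as the only factor. p-values were adjusted by the Benjamini-Hochberg method over all 20197 genes, with 0.05 as the threshold. A fold change on this scale understates the change of genes with low values. The replicate number was then added as a block. Because the labelled numbers went against the data (below), a fit with crossed numbers as the block (high MMP 1 with low MMP 2, high MMP 2 with low MMP 1) was also run. That fit was chosen after seeing the data, because those libraries deviated together in them. The p-values of tests with the crossed block can therefore be too small. Genes at least 2-fold apart were counted as those with a mean of at least 1 and a log2 difference of at least 1 in the same direction in both same-numbered pairs.

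For gene lists, the study's own ranking was followed: genes were ordered by the log2 ratio of the class means, with class means under 0.758 raised to that value, and a running-sum enrichment score (weight 1) was computed. It was normalized and tested against 10000 random lists of the same size (gene-set permutation, two-sided, seeded), adjusted by Benjamini-Hochberg over the 15 lists with at least 10 genes in the table, and read at the study's threshold of 0.25. Random gene lists do not carry the correlation between genes or the variation between replicates, so these p-values refer to the 4 libraries at hand. The Hallmark collection was not used here. How many genes the lists below share with its sets was not measured, so they cannot be taken as independent of those sets. The lists of epithelial-to-mesenchymal transition (EMT) genes and of TNF and NF-kB targets were compiled by hand, the G2/M-phase and S-phase lists are those of the Seurat package, and the others cover nuclear-encoded subunits of oxidative phosphorylation (OXPHOS), metabolic enzymes, ribosomal proteins, interferon-stimulated genes and immediate-early or stress genes. The genes named in the report follow a rule that was set, like the lists, before the data were examined: genes of the study's qPCR panel of EMT markers, its knockdown targets and its reference genes; the 5 genes with the largest difference in each direction among those with a mean of at least 1, an adjusted p under 0.05 and the same direction in both same-numbered pairs, filled with genes of smallest raw p where too few pass; and the 3 genes with a mean of at least 1 and the largest difference in the direction of each of the EMT, TNF, G2/M and OXPHOS lists. No gene passed, so the 5 in each direction are those of smallest raw p. Genes named outside this rule are marked as chosen after their values were seen.

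The alternatives were other pseudocounts, filters on the mean, median-of-ratios rescaling (factors 0.982 to 1.019) and quantile normalization, a variance model with no trend, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, other rankings for the lists, limma's camera test, which allows for correlation between genes, and leaving out single samples or pairs. The crossed block, a filter on a mean of at least 100, rankings by moderated t with a block and camera with a preset correlation of 0.01 were added after seeing the data. Length and GC content were taken from each gene's longest GENCODE transcript, known for 19993 genes, and corrected through the median of 50 bins per library, on the ranking by the log2(value + 1) difference among genes with a mean of at least 10.

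The tests were first run on simulated data. Reads were drawn for 2 samples per group with 200 changed genes, all with a mean of at least 100 reads. Some were changed 2-fold and the others by more. Each gene had the same dispersion, and genes were drawn independently. At a dispersion of 0.01, limma recovered 72.5% of the changed genes among 19356 tested and edgeR 87.5%, with 0 false calls in each. At a dispersion of 0.03, limma recovered 50.5% and edgeR 57.5% among 19346 tested. Of the changes larger than 2-fold, limma recovered 97% at a dispersion of 0.01 and 96% at 0.03, so those it missed were mostly 2-fold. The common dispersion of the real libraries was 0.0147. Real libraries also deviated together across genes (below), which the simulation leaves out. These rates therefore do not give the share of true changes, least of all 2-fold ones, that the real tests could find. The enrichment test found both of 2 planted lists, and 5 of 100 random lists had a p under 0.05. Binomial intervals are Wilson 95% intervals. Like the floor of 3 reads (2.27 to 2.66 units, depending on the library), they cover counting error alone, since no molecular identifiers were used. Calculations outside R used Python with numpy, pandas and scipy.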

Results

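To compare gene expression between cells that differ in mitochondrial activity, RNA-sequencing values of 4T1 mouse breast cancer cells sorted for high or low MMP were analysed, with 2 samples per group. The recovered depth was 26395015 reads for high MMP replicate 1, 23899813 for high MMP replicate 2, 22941960 for low MMP replicate 1 and 22591970 for low MMP replicate 2. Between 18643 and 18854 genes were above 0 in each library, and 16453 were above 0 in all 4. No library was dominated by a few genes: the 10 most abundant genes took 4.87% to 5.13% of the reads, and the most abundant one, *Eef1a1*, took 0.89% to 1.10%. Values are given as normalized reads, on the deposited scale where each library sums to 20000000, and differences as high minus low MMP on the log2(value + 1) scale.

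The replicates differed from each other by more than sampling noise. The chi-square was 43.2 per gene between the high MMP samples and 9.08 between the low MMP samples, so none was a resequencing of another's library. Because it is set against sampling noise alone, it cannot exclude separate libraries made from one RNA sample. Among the 12902 genes with a mean of at least 10, the SD of the log2 difference between the high MMP replicates was 0.398, and that between the low MMP replicates was 0.288. Differences between the groups were of the same size. The SD was 0.430 for high MMP 1 against low MMP 1, 0.374 for high MMP 2 against low MMP 2, 0.363 for high MMP 1 against low MMP 2 and 0.311 for low MMP 1 against high MMP 2. Samples with the same number did not deviate together. Across these genes, which are not independent replicates, the deviations of same-numbered samples from their group means had a correlation of -0.421 (-0.191 for genes with a mean of at least 1, and -0.571 for a mean of at least 100). The high minus low differences of the labelled pairs were unrelated across genes (r = -0.038), whereas those of the crossed pairs had r = 0.372. Results are therefore given without a block, with the replicate number as a block and with crossed numbers.

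**Figure D1:**
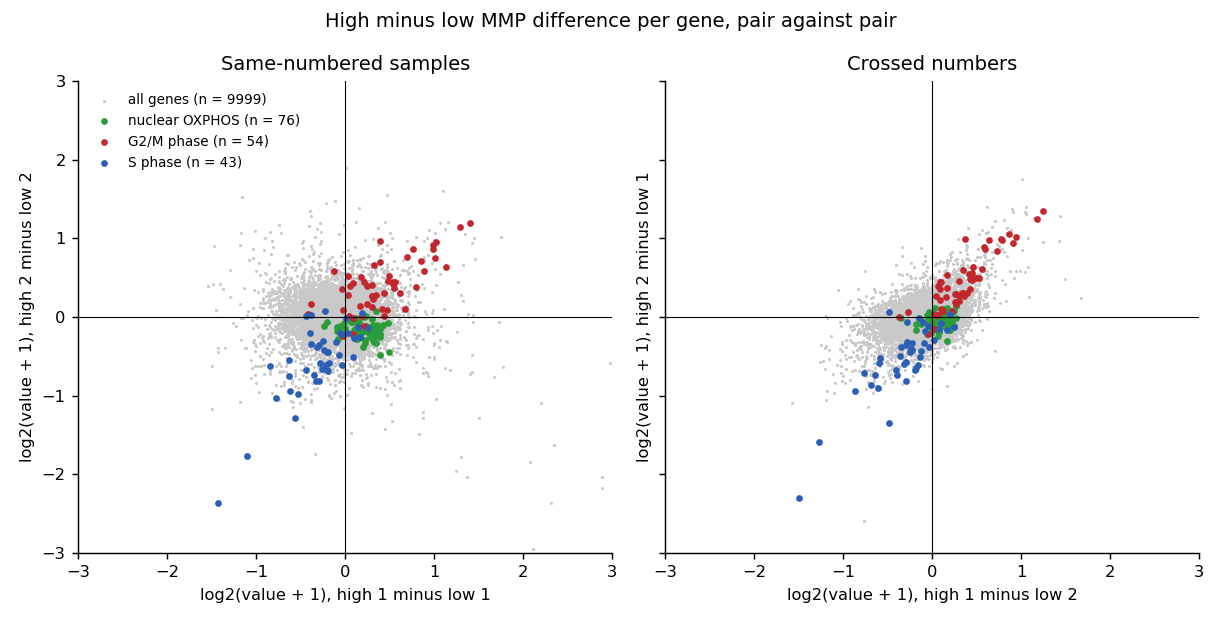
Difference between high and low MMP for each of the 9999 genes with a mean of at least 100, on the log2(value + 1) scale, with pair 1 on the x axis and pair 2 on the y axis (left) and the same for crossed numbers (right). Grey points are all genes and colored points are the nuclear OXPHOS (76 genes), G2/M (54 genes) and S-phase (43 genes) lists; 2 genes lie outside the axes on the left, the G2/M genes sit mostly at the upper right in both panels, and the OXPHOS genes fall at the lower right on the left panel.

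No gene differed between high and low MMP at an adjusted p under 0.05 in the limma test. The smallest adjusted p was 0.472, while 2011 of 20197 genes (9.96%) had an unadjusted p under 0.05, 798 of them higher in high MMP cells. With the replicate number as a block the count was again 0, with 1055 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.798. With crossed numbers as the block it was 0 as well, with 2128 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.413. The number of calls depended on the model, as the recovered reads gave 0 genes in edgeR's quasi-likelihood test with no block (1423 at an unadjusted p under 0.05), 106 with the replicate block and 118 in DESeq2. The alternative that moved the count most was edgeR with the crossed block, at 733 genes (351 higher and 382 lower in high MMP cells). That block joins libraries that were seen to deviate together in these same data, so its p-values can be too small. All 106 genes of the replicate block and all 118 of DESeq2 were among these 733, and 67 were called in all 3. The 3 tests use the same reads, so this overlap is no independent support.

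The 5 genes of smallest raw p with higher expression in high MMP cells were *Nusap1*, *Ube2c*, *Aurka*, *Prc1* and *Kif11*, all protein-coding. *Nusap1* (ENSMUSG00000027306, GRCm38 chromosome 2, 119618298 to 119651244) had 2952 ± 56.1 normalized reads in high MMP cells (SD, n = 2) and 1270 ± 71.0 in low MMP cells (SD, n = 2). Its log2 difference was 1.22 (SE 0.08), with an adjusted p of 0.472 in limma, 0.798 with the replicate block (SE 0.13) and 0.413 with the crossed block. *Ube2c* (ENSMUSG00000001403, chromosome 2, 164769898 to 164778822) had 4862 ± 119 in high and 1983 ± 148 in low MMP cells (SD, n = 2 each), a log2 difference of 1.30 (SE 0.09; 1.40 in pair 1 and 1.19 in pair 2; 1.24 and 1.35 with crossed numbers). Its adjusted p was likewise 0.472, 0.798 and 0.413 in the 3 limma fits. *Aurka* differed by 0.98 (SE 0.08), *Prc1* by 1.19 (SE 0.11) and *Kif11* by 0.93 (SE 0.08), with the same 3 adjusted p-values. All 5 were called by edgeR with the replicate block and by DESeq2.

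The 5 genes of smallest raw p with lower expression in high MMP cells were *Zgrf1*, *Ccne2*, *Msh6*, *Ovgp1* and *Timeless*, also protein-coding. *Ovgp1* (ENSMUSG00000074340, chromosome 3, 105973711 to 105987423) had the largest difference of these, at -2.39 (SE 0.27), from 13.6 ± 3.21 in high to 74.7 ± 4.54 in low MMP cells (SD, n = 2 each), which rests on 15 and 19 reads in the high MMP libraries and 82 and 88 in the low. *Ccne2* (ENSMUSG00000028212, chromosome 4, 11191351 to 11204779) had 522 ± 40.5 in high and 979 ± 42.9 in low MMP cells, a difference of -0.91 (SE 0.10). *Zgrf1* differed by -0.96 (SE 0.10), *Msh6* by -0.69 (SE 0.07) and *Timeless* by -0.70 (SE 0.08). The limma adjusted p was 0.472 for each, 0.798 with the replicate block, and 0.413 to 0.434 with the crossed block. edgeR with the replicate block called 3 of these 5 and DESeq2 called 5.

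Without a test, 295 genes with a mean of at least 1 were at least 2-fold apart in the same direction in both same-numbered pairs, 113 higher and 182 lower in high MMP cells. A similar number, 307, were at least 2-fold apart in both pairs in opposite directions. The count depended most on low-value genes and fell to 14 (10 higher, 4 lower) with a mean of at least 100, a filter chosen after seeing the data, where 17 genes were 2-fold apart in opposite directions. With crossed numbers, 348 genes with a mean of at least 1 moved in the same direction and 155 in opposite directions, and at a mean of at least 100 these counts were 12 and 0. The 4 lower genes at a mean of at least 100 were *Ung* (-1.43 in pair 1 and -2.37 in pair 2), *Cdc6* (-1.10 and -1.77), *Mir17hg* (-1.50 and -1.17) and *Gm21781* (-1.18 and -1.08), which were chosen after their values were seen.

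To ask which gene programs differed between high and low MMP cells, 15 gene lists were tested for enrichment, and 5 passed the threshold of 0.25. The G2/M-phase list (54 genes) had the largest normalized enrichment score, 2.43, with a permutation p of 0.0001, the smallest that 10000 permutations can give (adjusted p 0.001). Of its genes, 45 were higher in high MMP cells in both same-numbered pairs, and the median difference was 0.33 in pair 1 and 0.39 in pair 2. The S-phase list (43 genes) was lower in high MMP cells, with a score of -1.89 (permutation p 0.0002, adjusted p 0.001), and 32 genes were lower in both pairs. The TNF and NF-kB list had a score of 1.54 (permutation p 0.0002, adjusted p 0.001), the EMT list 1.49 (permutation p 0.0018, adjusted p 0.00675) and the interferon list -1.50 (permutation p 0.0205, adjusted p 0.0615). The nuclear OXPHOS list did not pass, with a score of 0.67 (permutation p 0.986, adjusted p 0.986). The mean difference of the same-numbered pairs as the ranking, which is the replicate block for this measure, gave scores of 2.57 for G2/M, 1.71 for TNF, 1.53 for EMT and 0.72 for OXPHOS, and it is the same number under any pairing. Ranking by moderated t with the crossed block gave 3.33, 2.55, 1.99 and 0.87. The alternative that moved the number of lists most was the unweighted running sum, where 14 lists passed and OXPHOS had a score of 3.39 (permutation test, adjusted p 0.000187). That score does not show higher OXPHOS expression in high MMP cells. The list's mean level was 0.130 and -0.125 in the high and -0.059 and 0.054 in the low MMP libraries, so the groups overlapped. Toward fewer lists, none passed in limma's camera with the correlation between genes estimated from the 4 samples. There the adjusted p was 0.678 for G2/M (raw p 0.0452) and 0.872 for EMT, TNF and OXPHOS, and with the replicate block it was 0.881 for all 4. In this form camera has only the few residual degrees of freedom of 4 samples, so it had little power and its failures say little about the lists.

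When the fixed lists were each adjusted on their own, 27 of 54 G2/M genes and 14 of 43 S-phase genes had an adjusted p under 0.05 in limma with no block, against 0 of 163 EMT genes, 0 of 181 TNF genes and 0 of 77 OXPHOS genes. Over all genes the count was 0 in each list, while the unadjusted p was under 0.05 for 30 G2/M, 23 S-phase, 16 EMT, 21 TNF and 0 OXPHOS genes. The size of the contrast between the lists depended on the model. Among these lists, G2/M and S-phase had the largest shares of their genes called in each model that follows. Over all genes, edgeR with the crossed block called 27 G2/M, 18 S-phase, 20 EMT, 40 TNF and 0 OXPHOS genes, edgeR with the replicate block 11, 6, 2, 4 and 0, and DESeq2 18, 8, 4, 5 and 0.

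**Figure D2:**
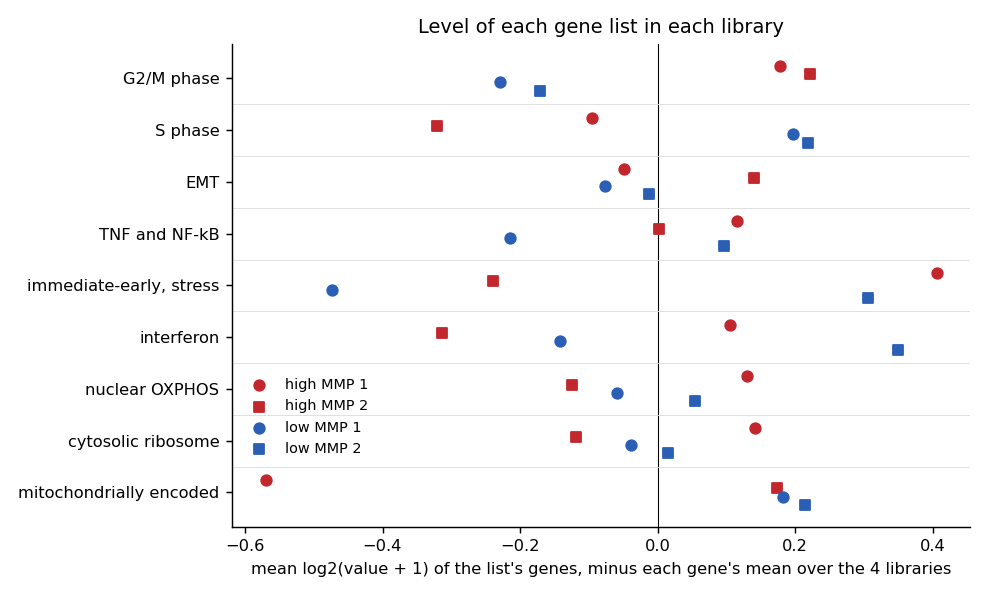
Level of 9 gene lists in each library, as the mean over the list's genes (mean value of at least 10) of log2(value + 1) minus that gene's mean over the 4 libraries; each symbol is 1 library, red for high and blue for low MMP, circles for replicate 1 and squares for replicate 2. G2/M genes were at 0.178 and 0.222 in the high and -0.229 and -0.171 in the low MMP libraries, whereas nuclear OXPHOS genes were highest in high MMP 1 (0.130) and lowest in high MMP 2 (-0.125).

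The single pairs did not give the same picture for each list. Each pair has 1 sample per group and thus no replicate check, so scores are given without p-values. The G2/M list scored 2.17 in pair 1 and 2.32 in pair 2, and the EMT list 1.29 and 1.31. With crossed numbers the G2/M list scored 2.33 (high MMP 1 against low MMP 2) and 2.22 (high MMP 2 against low MMP 1), but the EMT list scored -0.73 and 1.67. The TNF list scored 2.20 in pair 1 and -1.32 in pair 2, but 0.91 and 1.81 with crossed numbers. The interferon list, which passed as lower in high MMP cells, scored 1.07 in pair 1 (28 of 35 genes with a mean of at least 10 higher) and -1.94 in pair 2 (3 of 35 higher), and -1.44 and -1.59 with crossed numbers. The OXPHOS list scored 1.96 in pair 1 and -1.56 in pair 2, and 1.46 and -1.04 with crossed numbers. The median OXPHOS difference was 0.21 in pair 1, where 67 of 77 genes were higher in high MMP cells, and -0.17 in pair 2, where 2 of 77 were higher. The cytosolic ribosome list followed this pattern, with medians of 0.22 and -0.14, as did the immediate-early and stress list (0.60 and -0.23). With crossed numbers the ribosome medians kept opposite signs (0.17 and -0.09), but those of the stress list did not (0.08 and 0.04). Over both pairs together the direction of the ribosome list depended on the scaling, with a score of 1.16 in the main ranking and -0.92 after quantile normalization. How the counting treated reads shared with the many pseudogenes of ribosomal proteins is not stated, so single genes of that list are uncertain.

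Next, the EMT markers of the study's qPCR panel were examined one by one, 11 of which were in the table. Adjusted over the panel alone, 1 gene passed in limma with no block, at an adjusted p of 0.0285. Over all genes none did in limma. For the gene that passed, the unadjusted limma p was 0.00259 with no block, 0.00764 with the replicate block and 0.00148 with the crossed block. Adjustment over the panel was made with no block only, and 0.00764 would be too large to pass over 11 markers. This gene was *Itgb6* (ENSMUSG00000026971, chromosome 2, 60598292 to 60722643), with 172 ± 9.28 in high and 76.1 ± 13.9 in low MMP cells (SD, n = 2 each) and a log2 difference of 1.18 (SE 0.19; 1.42 in pair 1 and 0.94 in pair 2; adjusted p over all genes 0.472, with the replicate block 0.798). *Postn* (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037) rose from 36.9 ± 3.33 to 75.6 ± 13.7 (SD, n = 2 each), a difference of 1.01 (SE 0.22; 0.73 in pair 1 and 1.28 in pair 2), with adjusted p-values of 0.472 and, under the replicate block, 0.798. On the recovered reads, the adjusted p of *Itgb6* over all genes was 0.000475 in edgeR with the replicate block, 0.00554 in DESeq2 and 1.02e-10 in edgeR with the crossed block, and that of *Postn* was 0.0702, 0.340 and 0.000147 in these 3. With no block edgeR called neither, and the p-values of the crossed block can be too small (above). The other markers differed by less than the spread between replicates or by little more. *Col1a1* differed by -1.04 (SE 0.79) on 8 to 39 reads per library, with -2.31 in pair 1 and 0.22 in pair 2. *Itga5* differed by -0.31 (SE 0.27), *Scube3* by -0.34 (SE 0.40), *Itgb3* by -0.09 (SE 0.25), *Mmp10* by -0.15 (SE 0.12), *Sparc* by 0.13 (SE 0.10), *Mmp3* by 0.19 (SE 0.22), *Col12a1* by 0.22 (SE 0.37) and *Acta2* by 0.23 (SE 0.33) on at most 6 reads. In total 4 of the 11 markers were higher in both same-numbered pairs and 0 were lower in both. With crossed numbers 5 were higher in both pairs, and *Col1a1* and *Mmp10* were lower in both.

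**Figure D3:**
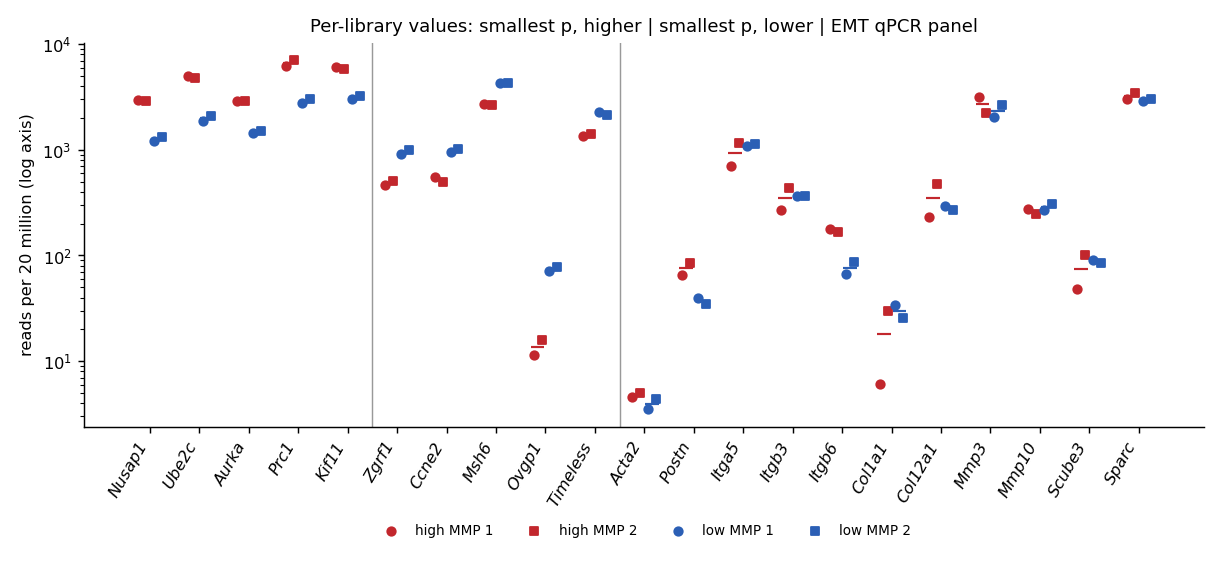
Values in normalized reads (log axis, each library scaled to 20000000) of the 5 genes of smallest p in each direction and the 11 EMT markers of the qPCR panel; each symbol is 1 library (red high MMP, blue low MMP, circles replicate 1, squares replicate 2) and short lines are group means. The groups are apart for the first 10 genes and for *Itgb6* and *Postn*, while for *Col1a1* the high MMP libraries (8 and 36 reads) lie further apart than the group means.

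Beyond the panel, the largest differences in the EMT list were those of *Cadm1* and *Loxl1*. *Cadm1* had 21 and 11 reads in the high MMP libraries and 0 and 3 in the low MMP libraries, which is at the floor of 3 reads. The mean of the high MMP libraries was 4.77-fold that floor, but the pairs differed, with 4.08 in pair 1 and 1.48 in pair 2. The limma adjusted p of *Cadm1* was 0.472, with the replicate block 0.798, and in edgeR with the replicate block it was 0.0507. *Loxl1* differed by 1.32 (SE 0.45; limma adjusted p 0.472, with the replicate block 0.806). In the TNF list, *Id2* differed by 0.99 (SE 0.31; adjusted p 0.472, block 0.798) and *Serpinb2* by 0.96 (SE 0.46; adjusted p 0.624, block 0.866). *Ccrl2* had 10 and 2 reads in the high MMP libraries and 1 and 3 in the low, with 2.20 in pair 1 and -0.45 in pair 2, so no difference between the groups was detectable at this depth. On the recovered reads, edgeR with the replicate block called *Id2* (adjusted p 0.000398), as did DESeq2 (0.0135). With the crossed block, whose p-values can be too small (above), edgeR called *Id2* (8.28e-12), *Serpinb2* (0.00106), *Cadm1* (0.00391) and *Loxl1* (0.0122). In the OXPHOS list the largest differences were 0.21 for *Ndufa1* (SE 0.10), 0.20 for *Cycs* (SE 0.16) and 0.16 for *Ndufa11* (SE 0.15), with limma adjusted p-values of 0.631 to 0.838.

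Among the genes of acetyl-CoA supply and fatty acid oxidation that the study targeted, none passed the threshold. The difference was -0.27 for *Acss2* (SE 0.12; limma adjusted p 0.573, with the replicate block 0.943), -0.18 for *Cpt1a* (SE 0.14), -0.08 for *Acly* (SE 0.13) and 0.04 for *Cpt2* (SE 0.10). *Acss1* had 0 or 1 read per library, so a difference was not detectable at this depth. The 5 reference genes of the study's qPCR differed by -0.08 to 0.04 between the groups. *Rpl19*, *Rpl22*, *Ywhaz* and *Hprt* were higher in high MMP cells in pair 1 (0.17 to 0.26) and lower in pair 2 (-0.18 to -0.09), and *Polr2m* differed by -0.07 and -0.09.

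Protein-coding transcripts of the mitochondrial genome made up 1.27% of reads in high MMP 1 (Wilson 95% interval 1.26% to 1.27%), 2.02% in low MMP 1 (2.02% to 2.03%), 2.14% in high MMP 2 (2.14% to 2.15%) and 2.24% in low MMP 2 (2.23% to 2.24%). The list of 13 such genes did not pass the threshold (score -1.05, permutation test, adjusted p 0.609). It passed with a mean of at least 10, where 10 genes were left (score -1.65, adjusted p 0.0364). With a mean of at least 100 it passed on 7 genes (-1.63, adjusted p 0.0362), fewer than the 10 that a list needed in the full table. It also passed in the unweighted running sum (-1.76, adjusted p 0.0301) and in the 3 rankings by moderated t (adjusted p 0.128 to 0.190). In limma's camera it passed with a preset correlation and the replicate block (adjusted p 0.199). The high MMP libraries differed from each other by more than the groups did. Of the 13 transcripts, 7 were under 0.01% of reads in all libraries, and the other 6 carried almost all of the share. For some of them sequence is shared with annotated transcripts of other genes, so single transcripts are uncertain.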

Values the study reported

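The study reported that 4T1 cells with high MMP formed 10x more metastatic nodules in the lung than cells with low MMP after injection into the tail vein, and 5x more than cells with medium MMP. For the expression comparison of high and low MMP cells it took a false discovery rate under 0.25 as significant.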

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

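Of the alternatives below, the crossed block, the filter on a mean of at least 100, the moderated t with a block and camera with a preset correlation were chosen after the results were seen.

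The count of 0 genes past an adjusted p of 0.05 in limma held with the replicate block, the crossed block, both other pseudocounts, the filters on a mean of at least 1, 10 and 100, both rescalings and no variance trend, and in edgeR with no block. The number of genes at an unadjusted p under 0.05 in these ranged from 800 to 2184. The smallest limma adjusted p came close to the threshold with the filters, at 0.0511 with a mean of at least 1, 0.0676 with a mean of at least 10 and 0.0856 with a mean of at least 100, and was 0.124 with no variance trend. It moved to 106 in edgeR with the replicate block, to 733 in edgeR with the crossed block and to 118 in DESeq2. The cause was not tested. Of the 118 DESeq2 genes, 118 moved in the same direction in both same-numbered pairs, as did 103 of the 106 and 686 of the 733.

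The 295 genes at least 2-fold apart in both pairs became 630 with a pseudocount of 0.1, 49 with a mean of at least 10 and 14 with a mean of at least 100. All 295 were among the 630, and 49 of the 295 had a mean of at least 10, so the count rests mostly on genes with few reads, where the depth limits it. It stayed within 1.5-fold with no filter (338), median-of-ratios rescaling (290) and quantile normalization (269), although the last changed the balance from 113 higher and 182 lower to 134 higher and 135 lower. Leaving out a replicate number, so that 1 pair decides, gave from 1767 to 2078 genes.

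The G2/M, EMT and TNF lists kept their direction under each other ranking, filter and scaling, with scores from 2.16 to 5.27, from 1.49 to 3.33 and from 1.54 to 3.93. They no longer passed in camera with the correlation between genes estimated from the 4 samples: the limma camera adjusted p was 0.678 for G2/M and 0.872 for EMT and TNF, it was 0.881 for all 3 with the replicate block, and 0.854 for all 3 with the crossed block. With the correlation preset to 0.01 all 3 passed in each version, so estimating it from 4 samples is what removed them. Estimation changes both the correlation and the degrees of freedom, which are few with 4 samples. For EMT with the replicate block the estimate, 0.00235, was below the preset value, and the unadjusted camera p was still 0.16 against 0.00471. For this list and block that argues against a larger correlation as the cause and leaves the degrees of freedom. For the other lists the 2 were not separated. Over all alternatives the adjusted p ran from 9.47e-20 to 0.881 for G2/M, from 0.000187 to 0.881 for EMT and from 8.34e-05 to 0.881 for TNF. The OXPHOS list passed in 3 alternatives, with a score of 3.39 in the unweighted running sum, a score of 1.24 after median-of-ratios rescaling and an adjusted p of 0.241 in camera with a preset correlation and the crossed block, and its adjusted p ran from 0.000187 to 1 over its alternatives. The cause was not tested. Across the fits that left out 1 sample or 1 pair, the score went from 2.17 to 2.41 for G2/M, from 1.12 to 1.66 for EMT, from -1.32 to 2.24 for TNF and from -1.56 to 1.96 for OXPHOS.

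The number of lists past 0.25, 5 in the main ranking, was 11 with each of the 3 versions of moderated t, 14 in the unweighted running sum, 10 with a mean of at least 10, 11 with a mean of at least 100 and 8 after median-of-ratios rescaling. The lists that passed with a mean of at least 100 included the mitochondrially encoded list and the qPCR panel, which had 7 genes left each. The number of lists past 0.25 was 0 in camera with no block, 0 with the replicate block and 0 with the crossed block. There the unadjusted p was under 0.05 for 1, 0 and 0 lists. With a preset correlation, camera gave 8, 9 and 9 lists for these 3 versions, so estimating the correlation from the 4 samples is what took the camera counts to 0. For the other changes in the number of lists the cause was not tested.

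Of the other gene lists, the epithelial list reversed to a score of -0.79 with a mean of at least 100 and the cytosolic ribosome list to -0.92 after quantile normalization. The cause was not tested for either. Among the named genes, *Acss1*, at 0 or 1 read per library, had a difference of -0.02 that became 0.00 after quantile normalization, and neither value has a direction that the depth can show. Of the remaining values of other lists, 127 stayed the same, 52 became stronger and 6 weaker. With samples left out, 50 scores of other lists moved by less than the spread between the pairs and 16 by more, and 20 of these 66 changed sign, in 9 of 11 lists. Of those of named genes, 488 stayed the same and 38 became stronger. With samples left out, the 156 differences of named genes moved by less than the pooled SD between replicates, which is certain with 2 replicates and shows no stability, and 16 of them changed sign, in 14 of 39 genes. For gene tests and lists, a run with no filter was not made, since the values came filtered and it could not differ. Leaving out a sample or a pair leaves 1 sample in at least 1 group and no replicate check there, so no gene calls and no counts of lists are given for it.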

Other observations

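The tests on single pairs, on the pair nearest in depth and on crossed replicate numbers were chosen only after the result was seen. With 2 samples per group, 2 of the 3 possible splits part both same-numbered pairs, the real one and the crossed one (high MMP 1 with low MMP 2 against high MMP 2 with low MMP 1), so no count over splits can separate a result from an accidental grouping of libraries. For the number of genes past an adjusted p of 0.05 in limma, 2 of the 2 splits gave at least as many, which was certain in advance because the real split gave 0, and the crossed split gave 1. At an unadjusted p under 0.05 the real split had 2011 genes and the crossed split 1678. Among genes with a mean of at least 100 this order turned, with 800 in the real and 1003 in the crossed split. Of these genes, 0 passed an adjusted p of 0.05 in the real and 12 in the crossed split. In edgeR over all genes, 0 passed in the real and 2 in the crossed split. The remaining split, by replicate number, keeps the pairs together and gave 0 in limma over all genes (405 at an unadjusted p under 0.05). In that split 8 of the 15 lists passed 0.25, and in the crossed split 11 did, against 5 in the real one. Drawing libraries down to equal depth hardly changes shares of reads or the values of well-covered genes, so the values at equal depth below are uninformative by themselves. For the lists, the pair nearest in depth (high MMP 2 against low MMP 1, 4.18% apart) was therefore also examined. Differences between libraries that have nothing to do with the MMP label therefore pass this test of gene lists.

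The nuclear OXPHOS genes rose in pair 1 and fell in pair 2, and the gap between the pairs' median differences was 0.39. After correction for transcript length 43.2% of the gap was left, after correction for GC content 93.8%, after quantile normalization 110.8% and at equal depth 94.8%. Across 12877 genes, which are not independent replicates, the gap had a correlation of -0.236 with log10 transcript length and -0.008 with GC content, and the OXPHOS genes had a median length of 1141 bases against 3199 for all of these genes. A difference between libraries in the recovery of short transcripts may thus account for part of the gap. With crossed pairs the gap was 42% of that between the labelled pairs, with medians of 0.11 (high MMP 1 against low MMP 2) and -0.06 (high MMP 2 against low MMP 1). The signs stayed opposite, so replicate numbers that do not mark matched samples may bear on the size of the gap but not on the opposite signs, which follow the high MMP library in both pairings. The high MMP library was the deeper one in both same-numbered pairs, by 15.05% in pair 1 and 5.79% in pair 2. Yet 67 of 77 OXPHOS genes were higher in high MMP cells in pair 1 and 2 of 77 in pair 2. These values argue against a depth effect of a single direction as the source of the opposite signs. The size of the gap cannot be told apart from depth. No biological explanation was tested, since no group separates the replicates.

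The G2/M genes were higher in high MMP cells. Ranked by the log2(value + 1) difference among genes with a mean of at least 10, which is not the ranking by class means used elsewhere, the score was 3.08, and it was 2.97 after correction for transcript length and 2.86 after correction for GC content, and at equal depth it was 2.42 against 2.43. The pair nearest in depth had a score of 2.22, so unequal depth does not account for it, and the weaker of the same-numbered pairs had 2.17. The S-phase genes were lower, with a score of -2.27 in the same log2 difference ranking, -2.33 after the length correction and -2.43 after the GC correction, and -1.86 at equal depth against -1.89. The pair nearest in depth had -2.01 and the weaker pair -1.58. For each of these lists 1 of the 2 splits gave a score as large, the real one. A difference in cell cycle phase between the sorted populations may explain both lists, as a hypothesis. The length correction moved the differences of the G2/M and S-phase genes by a median of 0.033 and 0.042 on the log2 scale and the GC correction by 0.018 and 0.021, so these are weak tests. The pattern cannot be told apart from an accidental difference between 2 libraries and 2 others. Cell size and cycle phase were not measured beside these libraries, so whether dye signal followed cell size was not tested.

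The EMT list was higher in high MMP cells, with a score of 2.02 in the same log2 difference ranking, 2.03 after the length correction and 2.10 after the GC correction. At equal depth it was 1.52 against 1.49. The pair nearest in depth had 1.67 and the weaker pair 1.29, and 1 of the 2 splits gave a score as large. Without the 23 genes it shares with the TNF, G2/M and S-phase lists, 140 genes were left and the adjusted p was 0.118, with a score of 1.30. The corrections moved the differences of the list's genes by a median of 0.035 (length) and 0.035 (GC content) on the log2 scale, so they are weak tests of these explanations. With crossed numbers 1 of the pairs had a score of -0.73, and the pattern cannot be told apart from an accidental grouping of the libraries.

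The TNF list had a score of 2.37 in the same log2 difference ranking, 2.36 after the length correction and 2.41 after the GC correction, and 1.58 at equal depth against 1.54. The pair nearest in depth had 1.81. The same-numbered pairs differed, with 2.20 in pair 1 and -1.32 in pair 2, but the crossed pairs did not differ in sign, with 0.91 and 1.81, and 2 of the 2 splits gave a score as large, as the crossed split had 1.89. Without the 38 genes shared with the EMT and stress lists, 143 genes were left and the adjusted p was 0.403, with a score of 1.15. With the labelled pairs the result may come from pair 1 alone, which the crossed pairs do not show, and it may depend on genes shared with the other lists. No biological reading is offered.

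Mitochondrially encoded protein-coding transcripts took the lowest share of reads in high MMP 1. Without *mt-Co1* the share there was 0.878%, against 1.37% to 1.52% in the other libraries, so *mt-Co1* alone does not account for it. With all 13 transcripts, the share at equal depth was 1.266% against 2.02% to 2.24%. The values at equal depth equal those at full depth up to sampling, as a share must, and leave depth untested. High MMP 2 did not show it, so the group gives no biological explanation, and none was tested.

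Of the 13 mitochondrially encoded transcripts, 7 were under 0.01% of reads in each library. Reads shared with a near-identical copy were tested as the source, by the percent of 75-base windows of each transcript found in transcripts of other genes. For 5 of the 7 (*mt-Nd3*, *mt-Nd4l*, *mt-Co2*, *mt-Co3* and *mt-Atp6*) this was 97.8% to 99.9%, and they had at most 65 reads. However, 3 of the 13 went against the prediction: *mt-Nd4* had 61.5% of windows shared and was not near 0, while *mt-Nd6* and *mt-Atp8* had 0% shared and were low. Shared reads may account for the 5. Only annotated transcripts were searched, so copies outside the annotation were not tested. Whether shared reads also account for *mt-Nd6* and *mt-Atp8* therefore stays open. No biological explanation was tested.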
